# Pair bonding and disruption impact lung transcriptome in monogamous Peromyscus californicus

**DOI:** 10.1186/s12864-023-09873-6

**Published:** 2023-12-19

**Authors:** A. Naderi, K. Liles, T. Burns, B. Chavez, K-T. Huynh-Dam, H. Kiaris

**Keywords:** Deer mice, Outbred, Transcriptome, Expression signature, Peromyscus, Monogamous, Cancer

## Abstract

Social interactions affect physiological and pathological processes, yet their direct impact in peripheral tissues remains elusive. Recently we showed that disruption of pair bonds in monogamous *Peromyscus californicus* promotes lung tumorigenesis, pointing to a direct effect of bonding status in the periphery (Naderi et al., 2021). Here we show that lung transcriptomes of tumor-free *Peromyscus* are altered in a manner that depends on pair bonding and superseding the impact of genetic relevance between siblings. Pathways affected involve response to hypoxia and heart development. These effects are consistent with the profile of the serum proteome of bonded and bond-disrupted *Peromyscus* and were extended to lung cancer cells cultured in vitro, with sera from animals that differ in bonding experiences. In this setting, the species’ origin of serum (deer mouse vs FBS) is the most potent discriminator of RNA expression profiles, followed by bonding status. By analyzing the transcriptomes of lung cancer cells exposed to deer mouse sera, an expression signature was developed that discriminates cells according to the history of social interactions and possesses prognostic significance when applied to primary human lung cancers. The results suggest that present and past social experiences modulate the expression profile of peripheral tissues such as the lungs, in a manner that impacts physiological processes and may affect disease outcomes. Furthermore, they show that besides the direct effects of the hormones that regulate bonding behavior, physiological changes influencing oxygen metabolism may contribute to the adverse effects of bond disruption.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09873-6.

## Introduction

Both epidemiological and experiential evidence suggests that social interactions, especially between couples, modulate physiological processes and the outcome of various pathologies, including cancers. There have been both positive and negative effects depicted in the literature regarding marriage and widowhood. Males, in particular, have shown a greater sensitivity to death associated with widowhood than females [1–11].

It is estimated that less than 10% of mammals, with humans included, form pair bonds that are based on mating [12–14]. Laboratory mice (Mus musculus) are powerful in illuminating several physiological and pathological processes but are of limited value in modeling the effects of social interactions. Mice which do not develop long-term pair bonds, prohibit studies on the effects of pair bonds and their disruption under physiological conditions and in pathology [15]. Notwithstanding these limitations of laboratory mice, monogamous deer mice (genus Peromyscus) can model “widowhood” in the context of cancer, confirming that upon pair-bond disruption, males are more sensitive to lung tumorigenesis [15–18]. At least in part, the effects of “widowhood”, in this Peromyscus-based model are mediated by soluble factors that are present in the hosts’ sera and instruct the acquisition of bonding-associated expression profiles by the cancer cells [16]. It is plausible that such factors would also be operational under physiological conditions influencing gene expression, and therefore function, of peripheral tissues.

We tested these hypotheses by assessing the effects of bonding experiences in the transcriptome of monogamous *P. californicus* in the lungs. We also evaluated how the sera from bonded, virgin, and bond-disrupted deer mice influence the clustering of transcriptomes of lung cancer cells cultured in vitro and tested if the resulting gene signatures bear prognostic value.

## Results

### Clustering of lung transcriptomes according to bonding history

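Lung RNA was sequenced from 17 male P. californicus, of which 6 were bonded, 6 were bond-disrupted and 5 were virgin, with 1 library per animal. The bonded (B1 to B6) and bond-disrupted (BD1 to BD6) animals had been paired for about 4 months, and the virgins (V2 to V6) were of similar age. The authors deposited FPKM, the fragments per kilobase of gene and per 1000000 mapped fragments, for 27786 genes in each animal. The paper's text does not name the aligner, the software that counted fragments, the genome build or the annotation. All 27786 gene names match symbols of the RefSeq annotation of the P. californicus assembly ASM782708v3. The depth of each library does not come with the values and was worked out from them, as the number of reads at which low values turn into whole reads. In units of 1000000 reads, it was 30.8 to 68.2 in bonded animals (median 36.8), 43.9 to 59.4 in bond-disrupted animals (median 46.5) and 38.0 to 44.9 in virgins (median 43.9). These depths are known up to a factor of 2, since FPKM does not tell a fragment from the 2 reads at its ends. At these depths, 6302 to 7377 genes per animal were listed at 0.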

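The lengths behind the deposited FPKM were checked, because fold changes between animals do not depend on a gene's length as long as the same length divides the reads of every animal. In the deposited values it does not. Within genes, 86.6% of the variance of log2 FPKM between animals followed a quantity that moved by 1 row of the table from each animal's column to the next, against 7.17% to 8.17% at 9 other shifts. Across 24582 genes, which are not independent replicates, this quantity correlated with the RefSeq length of the gene 1 row above for the first column, B1, and 17 rows above for the last column, V6 (Pearson r = 0.767). At 44 other offsets the correlation was at most 0.0655 in size. Multiplying by the length of that other gene brought 97.1% to 99.2% of the values tested in each animal (16294 values in all) to within 3% of a whole number of reads. With the gene's own length it was 4.05% to 16.8% of the values tested (1667 in all), where chance gives 6%. Lengths and reads were recovered for all 17 animals in 24634 genes, and 1446 of 1452 recovered lengths of small RNA genes equal those of RefSeq. FPKM was then recomputed with each gene's own length, a setting chosen after seeing the data, and its results are given after those of the deposited values. Over the 13793 genes with a mean of at least 100 recovered reads, the median SD between animals of log2 FPKM was 1.36 as deposited and 0.189 with each gene's own length.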

RNAseq was performed in the lungs of bonded (n-6), bond-disrupted (*n* = 6), and virgin (*n* = 5) male *P. californicus*. As shown in Fig. 1, unsupervised hierarchical clustering of RNA sequencing data indicated that animals were accurately discriminated according to their bonding status and past experiences. 

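The animals were clustered by average linkage on 1 minus Pearson r, over the 1000 most variable genes on the log2(FPKM + 1) scale with gene means subtracted. The tree's 3 clusters placed all 17 animals with their bonding status (adjusted Rand index 1, one-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). The index was lowest, at 0.518, when all 18602 genes passing the filter on low values were used in place of the most variable ones. It fell to 0.539 without any 1 of B1 to B5, to 0.593 without any 1 of V3 to V6, and to 0.654 without BD2 or BD3. Over the 1000 genes, animals of the same status had a mean r of 0.0291 ± 0.0732 (SD, n = 40 pairs), and animals of different status −0.101 ± 0.0472 (n = 96 pairs). The difference of 0.130 was also at the smallest p the permutations can give. The deposited table lists the bonded, the bond-disrupted and the virgin animals in that order, each in order of its number. Within a status, animals with neighbouring numbers had a mean r of 0.0978 ± 0.0329 (SD, n = 14 pairs), and the other pairs −0.00796 ± 0.0610 (n = 26 pairs). This difference of 0.106 reached the same smallest p when the numbers were permuted within groups. The 2 pairs of adjacent columns that belong to different groups had a mean r of 0.0452, and the 2 pairs of the same status that lie 5 columns apart had −0.0690. With each gene's own length, the index was −0.0764 (one-sided permutation test, p = 0.907) and the difference between pairs of the same and of different status was −0.0297 (p = 0.866).

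**Figure D1:**
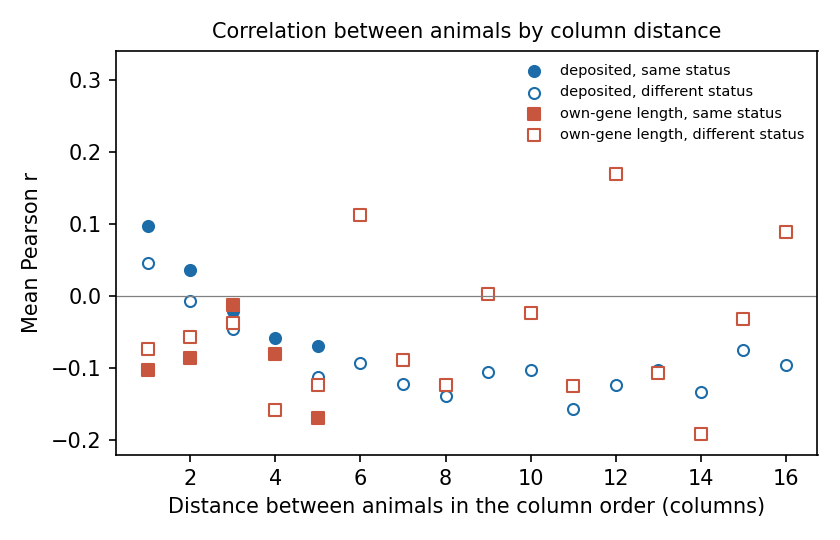
Mean Pearson r between animals (vertical axis) against their distance in the order of the table's columns (horizontal axis), for the deposited FPKM (circles) and for FPKM with each gene's own length (squares). Filled symbols are pairs of the same status and open symbols pairs of different status; the deposited values fall from 0.0978 and 0.0452 at 1 column apart to −0.0690 and −0.113 at 5 columns apart, and the values with own lengths are highest at 12 columns (0.170) and 6 columns (0.112) apart.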

The fact that virgin animals are housed in groups of 2 or 3 animals and yet, they were not clustered together with the bonded animals, suggests that social interactions that are not based on mating (virgin group) do not substitute for pair bonding (bonded group). 

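Virgins and bonded animals had a mean r of −0.121 ± 0.0336 with each other (SD, n = 30 pairs, from −0.184 to −0.0683). Virgins had a mean r of 0.0699 ± 0.0709 among themselves (n = 10 pairs), and bonded animals 0.0352 ± 0.0554 (n = 15 pairs). The columns of the virgins lie 7 to 16 columns from those of the bonded animals. With each gene's own length, the mean r was −0.0415 ± 0.145 between virgins and bonded animals, −0.0734 ± 0.0813 among virgins and −0.0859 ± 0.120 among bonded animals, so that pairs across these groups were no less alike than pairs within them.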

To assess the effects of genetic resemblance on gene clustering, the experiment involved siblings that were distributed into three different groups. (coded in the same color in Fig. 1a). Two mice from the virgin group were cousins to their corresponding mice in the other two groups (Fig. 1a). These animals did not cluster together, suggesting that the effects of genetic similarity in gene expression are masked by the effects of pair bonding and disruption, which induce more potent expression signatures. Thus, genetic variations between individuals produce less prominent effects than bonding history in the lung.

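The numbers of the animals mark 6 families, and relatives are always in different groups, so they were compared with unrelated animals of different groups. Relatives had a mean r of −0.121 ± 0.0384 (SD, n = 16 pairs), and unrelated animals −0.0966 ± 0.0480 (n = 80 pairs). The difference was −0.0240 (one-sided permutation of the family numbers within groups, p = 0.989), and it lay between −0.0294 and −0.0147 when each animal was left out in turn. A pseudocount of 0.1 in place of 1 turned it to 0.00238 (permutation p = 0.409). Relatives lay 5, 6 or 11 columns apart, where deposited pairs of different status had a mean r of −0.113, −0.0936 and −0.157. Unrelated pairs could also lie 1 or 2 columns apart, where it was 0.0452 and −0.00746. The permutation did not hold this distance fixed, so the deposited difference cannot tell kinship from column order. With each gene's own length, relatives had a mean r of −0.00509 ± 0.203 and unrelated animals −0.0601 ± 0.140, a difference of 0.0550 that is within the spread between pairs (permutation p = 0.136). For the 12 pairs of siblings against all other pairs of different status, with pairs of the cousins V3 and V4 among the others, it was 0.0748 (permutation p = 0.0912). From the clustering of animals by status and apart from their relatives, the paper proposes that pair bonding and its disruption mask the effects of genetic similarity.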

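The bonded and bond-disrupted groups are joined by 6 pairs of siblings. As deposited, these pairs had a mean r of −0.0928 over the 1000 most variable genes, against −0.0903 for the other pairs of a bonded and a bond-disrupted animal (exact permutation test over all 720 pairings, one-sided, p = 0.538). With each gene's own length, the sibling pairs had a mean r of 0.189 and the others −0.106. No other of the 720 pairings reached this difference of 0.295 (exact p = 0.00139, the smallest these pairings can give), and 5 of the 6 pairs had an r above 0. This comparison of siblings without the virgins was chosen after seeing the data. The virgins with own lengths did not follow their numbers, since they had a mean r of −0.122 with the bonded and bond-disrupted animals of the same number (exact p = 0.907). They did follow the animals at the same place in the column order (difference in mean r 0.170, exact p = 0.00139). In the bonded and bond-disrupted groups place and family number coincide, so shared family and shared place cannot be told apart there.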

**Fig. 1:**
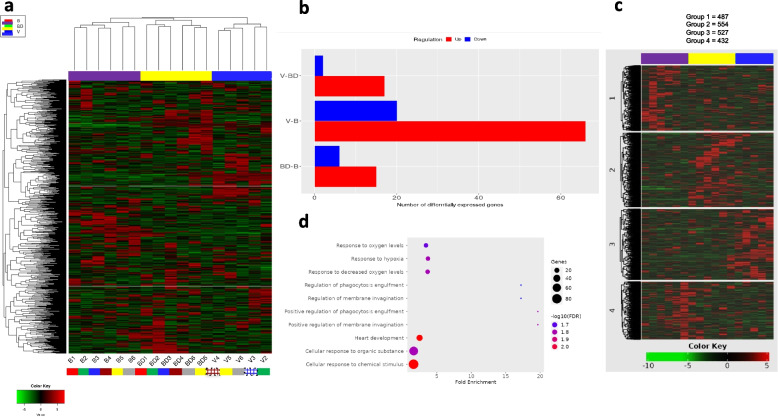
Expression profile of lung tissue from male P. californicus differing in bonding history. **a**. Unsupervised hierarchical clustering of whole transcriptome RNAseq data. Siblings are indicated by the same color coding. For example, B2, BD2, and V2 are siblings. Squared boxes indicate cousins. For example, B3 and BD3 are siblings and V3 is their cousin. **b.** Differential gene expression in whole transcriptome data. The number of differentially expressed genes is indicated. Gene IDs, fold change and adjusted P values are indicated in Supplementary Table 1. FDR cutoff: 0.1 and fold change ≥ 2. **c**. Among the four groups derived from K-means clustering, pathway enrichment analysis (GO analysis for biological processes) revealed consistent functions in group 1 (Supplementary Table 3). d. Bubble plot of top 10 enriched pathways. B, bonded; BD, bond-disrupted; V, Virgins. FPKM values were used, and the 1,000 most variable genes were considered

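Differential expression was tested with limma on log2(FPKM + 1), with the 3 groups in one fit, over the 18602 genes that reached 1 FPKM in at least 1 animal. A gene was called at a Benjamini-Hochberg adjusted p under 0.1 and a fold change of at least 2. In bond-disrupted against bonded animals 31 genes were higher and 9 lower, in virgins against bonded animals 85 were higher and 28 lower, and in virgins against bond-disrupted animals 26 were higher and 9 lower. At an unadjusted p under 0.05, the 3 comparisons had 1269, 1556 and 1257 genes. Over the 11 alternatives tried on the deposited values of all animals, the counts ran from 16 (adjusted p under 0.05) to 49 (pseudocount 0.1), from 23 (family number as a block) to 115 (only the 2 groups compared), and from 5 (family number as a block) to 38 (mean FPKM of at least 1). When each animal was left out in turn, the counts ran from 19 (without BD4 or BD5) to 65 (without B6), from 46 (without V4) to 121 (without V2), and from 10 (without BD2) to 44 (without V2). With each gene's own length, 0 of 15178 genes were called in any of the 3 comparisons, and 886, 542 and 634 genes had an unadjusted p under 0.05. The lowest limma adjusted p values were 0.511, 0.969 and 0.952. Of the called genes, 35 of 40, 100 of 113 and 31 of 35 could be tested with their own length, and none of these differed by 2-fold or more. Their median absolute log2 fold changes were 3.23, 3.38 and 3.83 as deposited, and 0.0918, 0.0965 and 0.0777 with own lengths.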

A series of differentially expressed transcripts were identified and are shown in Fig. 1b and Supplementary Table 1 to Fig. 1b. Adjusted P values and fold change in each pairwise comparison are indicated in Supplementary Table 1 to Fig. 1b. 

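Of the genes called in the 3 comparisons, Prdx6 had the largest log2 fold change. The next largest between bond-disrupted and bonded animals were Dync1h1, with a log2 fold change of 5.49 (standard error 1.11, limma adjusted p = 0.0769), and Rab11a, with 4.95 (0.88, adjusted p = 0.0361), and the most lowered gene of Supplementary Table 1, Idh3b, had −4.61 (0.81, adjusted p = 0.0361). In virgins against bonded animals, Herc2 rose by 5.58 on the log2 scale (standard error 1.27, adjusted p = 0.0824), Hacd3 by 5.38 and Lgals12 by 4.88, and Gas8 fell by 4.29. In virgins against bond-disrupted animals, Mok rose by 5.12 (standard error 0.79, adjusted p = 0.0211), Atl3 by 4.86 (0.32, adjusted p = 5.12e-07) and Vps9d1 by 4.75, and Scaf1 fell by 3.84. The 6 genes Dync1h1, Herc2, Hacd3, Gas8, Vps9d1 and Scaf1 lost their call with the family number as a block, with limma adjusted p values of 0.113 to 0.193. Dync1h1 lost it also after quantile normalization (adjusted p = 0.101) and in 12 of the 17 fits that each left out 1 animal, and Herc2 in 10 of them. With no filter on low values, an alternative added for these genes after seeing the data, Dync1h1 and Herc2 had adjusted p values of 0.172 and 0.156. With its own length, the log2 fold change was 0.21 for Rab11a, −0.02 for Idh3b, 0.15 for Herc2, 0.09 for Hacd3, 0.15 for Lgals12, −0.18 for Gas8, 0.03 for Mok, −0.17 for Atl3, 0.12 for Vps9d1 and 0.11 for Scaf1. Not all values of Dync1h1 could be recovered, so it has no value with its own length. Atl3, as an example, was listed at 2570 ± 194 FPKM in virgins (SD, n = 5) and 91.8 ± 34.1 in bond-disrupted animals (n = 6), and came to 28.0 ± 1.98 and 31.7 ± 3.12 with its own length of 6516 bases.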

GO analysis for biological processes in the differentially expressed genes reveal significant enrichment of pathways involved in aminoacid metabolism, between bond-disrupted and virgin groups (Supplementary Table 2 to Fig. 1b). It is important however to interpret the result with caution since only one gen (Hibadh) was differentially expressed in all enrichment pathways. 

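Hibadh, which encodes an enzyme of valine breakdown, was listed at 17.2 ± 13.7 FPKM in virgins (SD, n = 5) and 68.2 ± 31.2 FPKM in bond-disrupted animals (n = 6). Its log2 fold change between them was −2.06 (standard error 0.40, limma adjusted p = 0.0821). The adjusted p was 0.235 with the family number as a block and 0.291 with a pseudocount of 0.1, within a range of 0.0791 to 0.291 over these alternatives, so that the call was lost under both. It was also lost in 13 of the 17 fits that each left out 1 animal, in which the log2 fold change ran from −2.42 to −1.87. The reads of Hibadh were divided by lengths of 1014 to 5860 bases in the virgins and of 415 to 1335 bases in the bond-disrupted animals. With its own length of 1829 bases, Hibadh came to 26.1 ± 2.13 FPKM in virgins and 30.0 ± 1.97 FPKM in bond-disrupted animals, a log2 fold change of −0.20 (standard error 0.07, limma adjusted p = 0.952).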

Then analysis of gene expression patterns using K-means clustering (k = 4) was performed for the 2,000 most variable genes to unveil clusters of coregulated genes. 

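K-means clustering of the 2000 genes with the largest SD of log2(FPKM + 1), with gene means subtracted and 100 random starts, gave groups of 600, 526, 490 and 384 genes. The group of 600 genes lay above the gene means in bonded animals (by 0.79 on the log2 scale) and below them in bond-disrupted animals (−0.36) and virgins (−0.51). Standardising the genes, a pseudocount of 0.1, another seed or leaving out genes with a value of 0 moved the size of the first group to between 533 and 666 genes. With own lengths the 4 groups held 957, 693, 243 and 107 genes, and 195 of the 2000 most variable genes were the same. The 1919 of the deposited 2000 for which all values were recovered had a median SD of 2.03 as deposited and of 0.185 with own lengths.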

Among the four groups that developed (groups 1–4), a significant enrichment for biological processes was revealed only for the genes of group 1. (Fig. 1c). Among these processes, notable functions involved responses to hypoxia and heart development (Fig. 1d and Supplementary Table 3 to Fig. 1c).

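Supplementary Table 3 lists 15 genes under the response to hypoxia, and all 15 were among the 2000 most variable genes, 8 of them in the first k-means group. The other k-means groups held 2, 4 and 1 of these genes. The groups here are numbered by size, and their members were not matched to group 1 of the paper. For each animal, log2(FPKM + 1) minus the gene's mean was averaged over the list. This average was 0.68 ± 1.01 in bonded animals (SD, n = 6), −0.24 ± 0.37 in bond-disrupted animals (n = 6) and −0.53 ± 0.25 in virgins (n = 5). The difference was −1.20 between virgins and bonded animals (two-sided exact permutation test, p = 0.0173, adjusted over the 3 comparisons 0.0519), −0.92 between bond-disrupted and bonded animals (exact p = 0.0541, adjusted 0.0812) and −0.29 between virgins and bond-disrupted animals (exact p = 0.180). A pseudocount of 0.1 and quantile normalization each brought the first of these to an adjusted exact p of 0.0390, within a range of 0.0390 to 0.188 over its alternatives. Without B2 the differences of virgins and bond-disrupted animals from bonded animals were −0.87 and −0.58, and without B6 they were −1.41 and −1.12 (adjusted exact p = 0.0238 for both). The list comes from these same animals, so it is not independent of them. With own lengths, the averages differed by 0.0227 between virgins and bonded animals, by −0.0146 between bond-disrupted and bonded animals and by 0.0373 between virgins and bond-disrupted animals (adjusted exact p = 0.619 for each), and 2 of the 15 genes were among the 2000 most variable. Of 20 targets of hypoxia-inducible factor listed without reference to these data, 17 were used, and they differed by −0.16, −0.07 and −0.09 as deposited (virgins and bond-disrupted animals against bonded animals, and virgins against bond-disrupted animals; exact p = 0.528, 0.762 and 0.610). Of the 29 heart development genes that Supplementary Table 3 shows, 28 were used after leaving out a cardiac muscle transcript. Their average ranged over 3.54 on the log2 scale between animals as deposited, and over 0.206 with own lengths for the 26 genes recovered.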

### Clustering of cancer cells and bonding history of serum donors

A549 human lung cancer cells were cultured in the presence of sera from male *P. californicus* that differed in their bonding histories as described in ref. 16. Those included virgin (V), bonded (B), and bond-disrupted (BD) individuals. Cells cultured in FBS were also included as controls (C). RNA sequencing was performed, and the whole transcriptomes were subjected to unsupervised hierarchical clustering analyses. The results indicated that the transcriptomes clustered relatively close together, based on the bonding experience of the original serum donors (Fig. 2). The species from which the serum was derived was the most potent discriminator of expression profiles. The cells that grew in *Peromyscus* serum were accurately grouped together, and the same was observed for the cells grown in FBS (Fig. 2). Thus, species-specific factors can differentially modulate the transcriptome of lung cancer cells, instructing them to acquire distinct expression profiles. Among the Peromyscus sera-derived samples, those corresponding to the bonded and the bond-disrupted animals also clustered well together (Fig. 2). Samples corresponding to the virgin group exhibited the lowest stringency in unsupervised clustering since some individual animals clustered better with the bonded while others with the bond-disrupted groups. An intriguing possibility is that this observation indicates the lowest rigidity in the expression profile induced by virgin animals' sera, as opposed to the more robust transcriptomic changes triggered by the sera of bonded and bond-disrupted animals. Nevertheless, when whole lungs were analyzed instead of cells cultured in deer mouse sera, virgins were effectively discriminated (Fig. 1a). 

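In the tree of the deposited lung values, the 5 virgins formed a cluster of their own, beside 1 cluster of the 6 bonded and 1 of the 6 bond-disrupted animals. Virgins and bond-disrupted animals had a mean r of −0.0919 ± 0.0522 with each other (SD, n = 30 pairs). With own lengths the virgins were spread over the 3 clusters of the tree, which held 2 bonded, 3 bond-disrupted and 2 virgin animals, 2 bonded animals and 1 virgin, and again 2 bonded, 3 bond-disrupted and 2 virgin animals. The mean r of virgins with bond-disrupted animals was then −0.0528 ± 0.120.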

Specific gene transcripts in differential gene expression analysis have been described elsewhere [16].

**Fig. 2:**
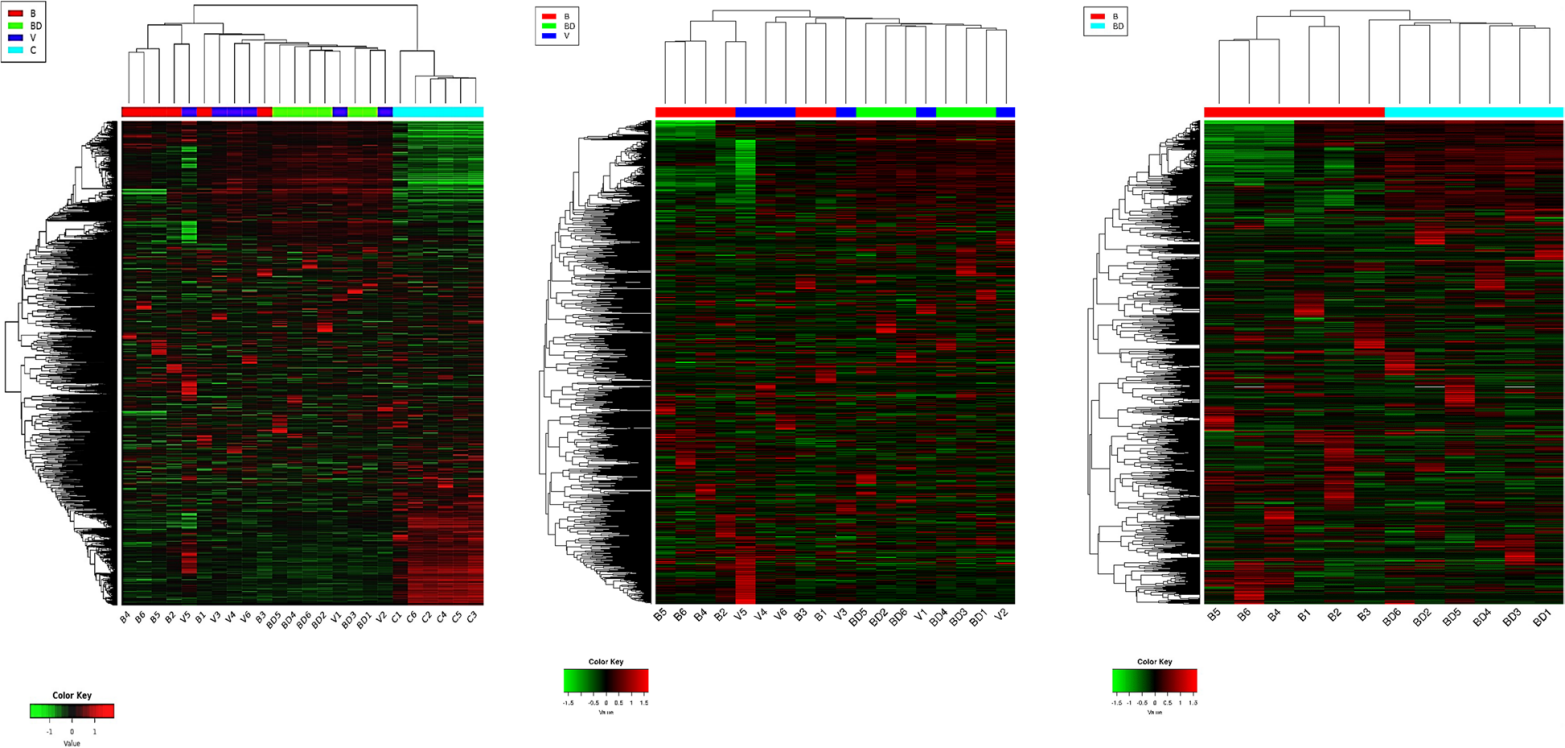
Expression signature of human A549 lung cancer cells cultured in sera from deer mice differing in bonding history. Unsupervised hierarchical clustering of whole transcriptome RNAseq data. In the graph on the left, sera from B, BD, and V were included, as well as FBS (designated as C). C was excluded in the middle graph, while in the right graph, Both C and V were excluded. FPKM values were used, and the 2,000 most variable genes were considered

Genetic relatedness did not appear to be of significance (Fig. 2). Some of the serum samples used for the bonded and bond-disrupted animals corresponded to the same individuals, with serum samples obtained at bonding and subsequently at bond disruption (B1, B2, and B3 correspond to BD2, BD5, and BD6, respectively). These specimens did not show similarities that could surpass those directed by the bonding experiences. Furthermore, V1 and V5 were siblings of B6 and BD3, respectively but clustered distally from them. Thus, clustering is directed primarily by the species, followed by the social experience, while genetic relatedness does not appear to be of importance.

### Expression signature of pair bonding and disruption

The observed tendency of expression profiles to cluster together in relation to the bonding history of the original serum donors prompted us to investigate whether an expression signature can be defined that could be used to accurately discriminate the cultured lung cancer cells according to the social experiences of the original serum donors [19]. To that end, initially, we identified the transcripts that are differentially expressed in each group as compared to all others (*P* < 0.05 in unpaired t-tests in all pairwise comparisons between the RNAseq data). This analysis produced a roster of 88 transcripts that accurately predicted the bonding experience of the serum donors (Fig. 3a). Clustering by using this 88-gene signature divided transcriptome data into two branches, consisting of the samples from the bonded group and the bond-disrupted and virgin groups combined (Fig. 3a). The fact that virgins and bond-disrupted animals exhibited the lowest degree of discrimination, likely reflects the fact that at bonding, serum inflicts a more robust expression profile, while the profiles associated with virgin and bond-disrupted animals have higher similarities between them than each has with the bonded group.

**Fig. 3:**
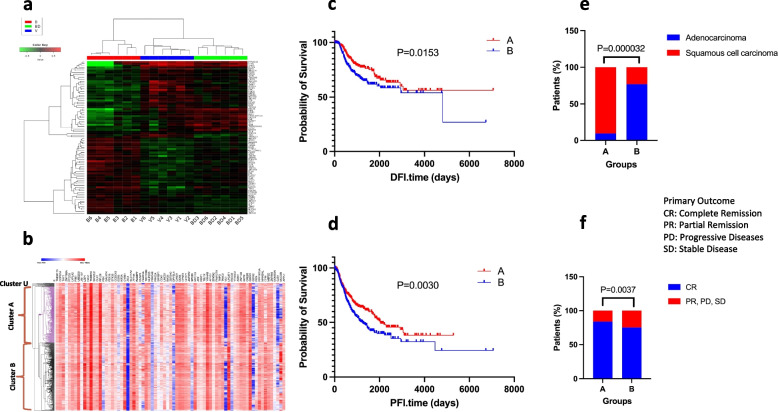
Bonding signature and lung cancer prognosis. **a**. The expression signature of 88 genes in A549 human lung cancers is sufficient to predict the bonding history of serum donors. **b**. Heatmap of expression data in patients with primary lung cancer (TCGA dataset) for 75 out of 86 genes described in (a). Unsupervised hierarchical clustering discriminates two major clusters (indicated as A and B) and a third minor one (cluster U). KM plots for the patients of clusters A and B, as described in (b), exhibited significant differences in disease-free interval time (c) *P* = 0. 0153; Log-Rank, Mantel-Cox test), and progression-free interval (**d**) *P* = 0.0030; Log-Rank, Mantel-Cox test). Bar plots showing the primary diseases (**e**) *P* = 0.000032 chi-squared test) and primary outcome (**f**) *P* = 0.0037 chi-squared test) of the patients of clusters A and B, as described in (b). CR: Complete Remission; PR: Partial Remission; PD: Progressive Disease; SD: Stable Disease

Noteworthy, virgin serum donors were group-housed while bond-disrupted animals were housed alone for at least 1 week after the separation from their partners. This is ruling out the possibility that the similarity of virgins and bond-disrupted animals is due to social interactions, a potential consequence of the fact that *P. californicus* is particularly sensitive to social stress [20–22] and further supports the notion that bonding of mating partners is associated with unique changes that are distinct and prevail from those of social interactions per se [23, 24].

### Bonding signature, lung cancer prognosis and p53 mutations

To explore if the 88-gene signature described above carries clinical value, we tested it in lung cancer cases from the publicly available TCGA database (https://xenabrowser.net/). We retrieved expression data for 75 out of 88 genes and analyzed them using unsupervised hierarchical clustering. As shown in Fig. 3b, the application of this 75-genes signature discriminated the human tumor specimens into two major clusters (cluster A and B) and a third, smaller unassigned cluster (cluster U). It is likely that the unavailability of data for 13 genes of the original 88-gene signature contributed to the un-assignment of cluster U. Furthermore, the two clusters A and B exhibited a significant difference in disease-free interval time (Fig. 3c), progression-free interval (Fig. 3d), primary diseases (Fig. 3e), and primary outcomes (Fig. 3f) implying clinical relevance. For primary disease, the TCGA database includes only information on two subtypes of non-small cell lung cancer (adenocarcinoma and squamous cell carcinoma). Cluster A has a higher probability of survival than cluster B considering both parameters (DFI.time and PFI.time). As indicated by graph 3e, the proportion of people diagnosed with primary squamous cell carcinoma in cluster A is higher than that in cluster B, and there is a greater proportion of complete remissions to partial remissions, stable disease, and progressive disease in cluster A than in cluster B (Fig. 3f). The value of this 75-gene signature also extends to the molecular profile of the tumors. p53 mutations are common in lung cancer and are associated with clinical outcomes [25]. Mutation data in p53 was available in 952 specimens of those used for the analysis of the 75-gene signatures. Application of this signature discriminated the lung tumors into two major groups (Cluster A and B in Fig. 4a) that significantly differed in p53 status: In cluster A, 84% of the tumors harbored genomic alterations in p53 as compared to only 53% in cluster B (*P* < 0.0001, chi-squared test) (Fig. 4b).

**Fig. 4:**
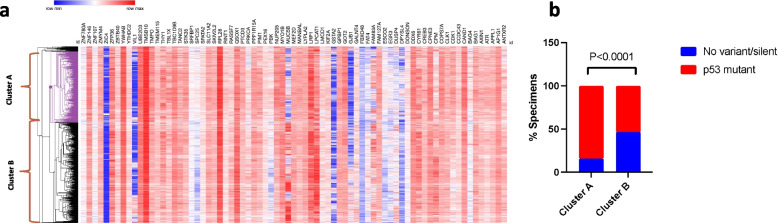
Bonding signature and p53 mutations. a. Heatmap of gene expression data in patients with primary lung cancer (TCGA dataset) for the 75 out of 86 genes described in (Fig. 3a). b. Unsupervised hierarchical clustering discriminates two major clusters (indicated as A and B) that differed in the prevalence of p53 mutations (*P* < 0.0001, chi-squared test)

### Proteomic analysis of sera from bonded and bond-disrupted animals

To further explore the basis for the differential effects of deer mouse sera, samples isolated from bonded (*n* = 3) and bond-disrupted animals (*n* = 5) were subjected to mass spectrometry-based proteomic analysis. A total of 318 proteins were identified. Protein abundance clustered the samples together according to bonding history (Fig. 5a). Bond-disrupted specimens formed two groups that reflected the effects of sera in A549 microsphere formation (as described in ref. 16). The sera samples that had only minimal effects in spheroid size (designated as DB in Fig. 5a) segregated closer to the bonded samples while the ones that considerably promoted spheroid formation (designated as BD in Fig. 5a) segregated more distally. Two sibling pairs were also included, in B and BD, and in B and DB, but similarly to the RNAseq analysis, clustering followed bonding experiences. Differential protein expression revealed 18 proteins that had significant differences in levels between the bonded and bond-disrupted groups (Fig. 5b). Pathway enrichment could not reliably be performed because of the small number of differentially expressed proteins. Nevertheless, several of these proteins were associated with the metabolism of reactive oxygen species and the regulation of redox equilibria (Catalase, peroxiredoxin-1, heat shock protein HSP 90-alpha, flavin reductase (NADPH), peroxiredoxin-2), and all these proteins have a higher expression rate in the bond-disrupted group (red color).

**Fig. 5:**
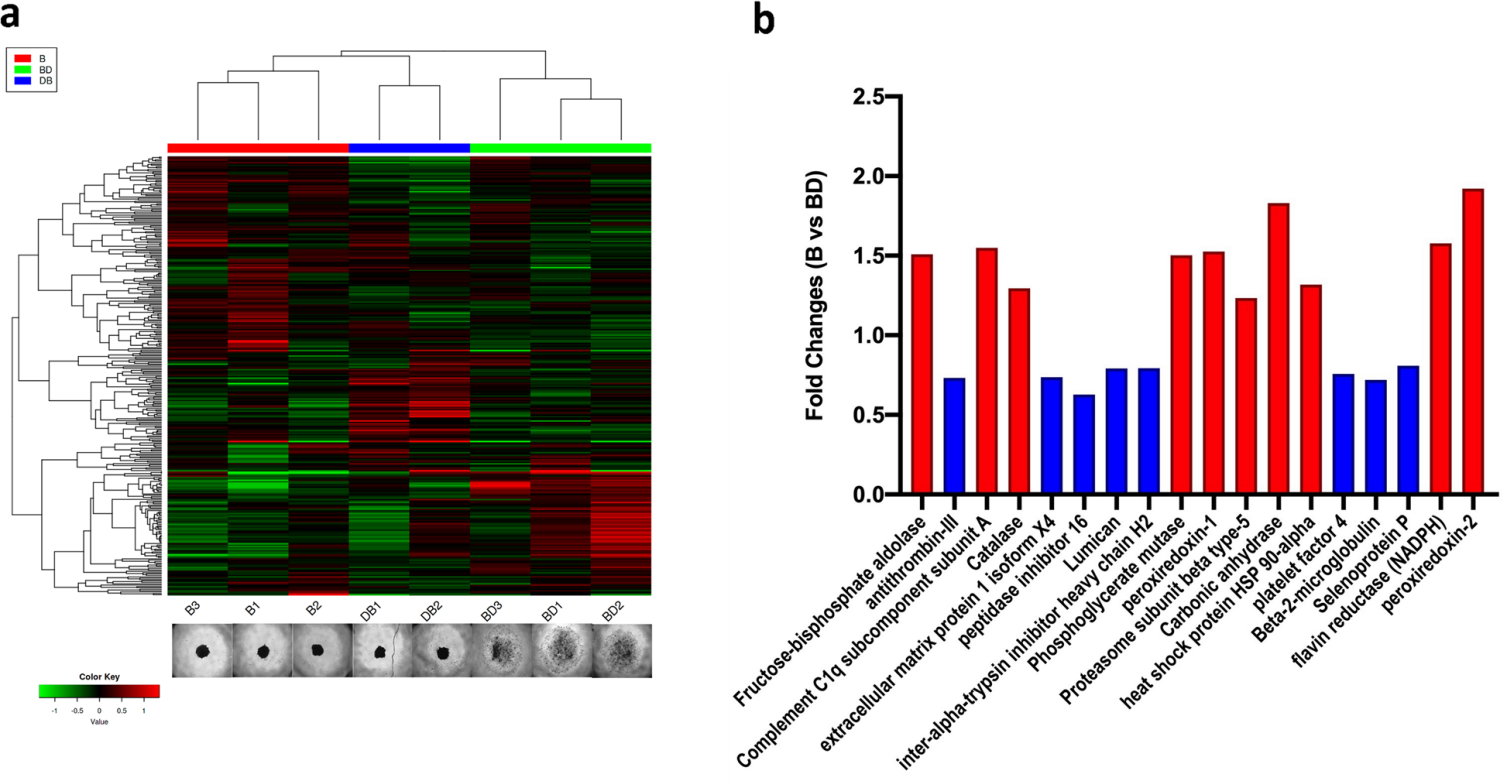
Proteomic studies. **a**. Unsupervised hierarchical clustering of 318 proteins’ abundance that was detected in the sera of bonded (B) and bond-disrupted (BD and DB) animals. The two groups of samples from bond-disrupted animals reflected the effects of the sera in spheroid formation (shown at the bottom; ref. 16). In DB1 and DB2 a notable effect in spheroid size was not detected, as opposed to BD1-3. **b.** Protein expression levels exhibited a significant difference between the bonded and bond-disrupted groups. Red bars indicate upregulated and blue bars downregulated proteins (*P* < 0.05; student’s t-test)

## Discussion

While both the epidemiological and the anecdotal and experiential evidence clearly point to the effects of social interactions in physiological processes, their mechanistic basis remains poorly defined. Furthermore, it is also doubted the extent by which such effects possess a physiological foundation or if they primarily reflect lifestyle changes. We demonstrate using monogamous deer mice that social interactions, in particular those that occur on the basis of mating, affect peripheral tissues such as the lungs by influencing their transcriptomic profiles. More importantly, the changes occur in a coordinated manner that effectively results in the discrimination of the specimens according to the bonding history and current bonding status of the animals. It is noteworthy that such changes masked the potential effects of genetic relevance because animals clustered with other animals that had similar bonding experiences rather than their siblings with whom they share a genetic heritage. It is noted that in the absence of siblings, at some instances, cousins were used which represents a limitation of the study which suggests that the interpretation must be considered with some caution. Furthermore, the enriched pathways involve, among others, the metabolism of oxygen and the development of the heart, underscoring the relationship between bonding status and lung function. It is plausible, and indeed experimentally testable, that such alterations reflect physiological adaptations related to heart beating and breathing rates that may occur during bonding and are modulated at disruption.

Analogous changes to those detected in the lungs of animals were also seen in blood sera and were found equally potent in discriminating lung cancer cells according to the bonding history of serum donors. For example, peroxiredoxins 1 and 2 were significantly upregulated in the serum proteomic analysis, and Prdx6 encoding for peroxiredoxin 6, was the most highly upregulated gene in the lung RNAseq analysis. Furthermore, evidence for the impact of changes in pathology was derived by the observation that a 75-gene signature that effectively discriminated cancer cells also predicted disease outcomes in primary lung cancer patients, as well as in p53 mutations that influence prognosis. It seems plausible that bonding history alters the abundance of certain soluble factors in circulation, which in turn can elicit specific changes in the tumors. These changes collectively define expression signatures that are associated with lung cancer prognosis and therapeutic outcomes in human patients. 

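In the lungs, Prdx6 was listed at 306 ± 178 FPKM in bonded animals (SD, n = 6), 18296 ± 4121 FPKM in bond-disrupted animals (n = 6) and 9926 ± 8094 FPKM in virgins (n = 5). Its log2 fold change was 6.10 in bond-disrupted against bonded animals (standard error 0.74, limma adjusted p = 0.00441) and 4.31 in virgins against bonded animals (standard error 0.78, adjusted p = 0.0309). With the family number as a block the second had an adjusted p of 0.125, in a range of 0.0195 to 0.125 over its alternatives, and was no longer called. The reads of Prdx6 in bond-disrupted animals were divided by the lengths of 6 small RNA genes, of 63 to 83 bases, and in virgins by lengths of 60 to 2306 bases. Per 1000000 reads of the library, Prdx6 had 873 to 1937 reads in the 17 animals. With its own length of 2623 bases it came to 436 ± 68 FPKM in bonded animals, 524 ± 130 FPKM in bond-disrupted animals and 436 ± 35.8 FPKM in virgins. The log2 fold changes were then 0.24 (standard error 0.14, limma adjusted p = 0.882) and 0.01 (standard error 0.15). Of the transcripts of the redox proteins named for serum, Cat had a log2 fold change of −1.39 between bond-disrupted and bonded animals (standard error 0.50, adjusted p = 0.507), Prdx1 of 0.94, Prdx2 of −0.05, Hsp90aa1 of 2.11 and Blvrb of 0.49, and none of the 5 was called. The value for Prdx2 changed sign in 5 of the 17 fits that each left out 1 animal, being 0.77 without B6. That for Prdx1 was 0.18 without BD6, and that for Blvrb was 0.24 without B1. With own lengths these log2 fold changes were 0.29 for Cat, 0.10 for Prdx1, −0.03 for Prdx2, −0.05 for Hsp90aa1 and −0.06 for Blvrb.

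**Figure D2:**
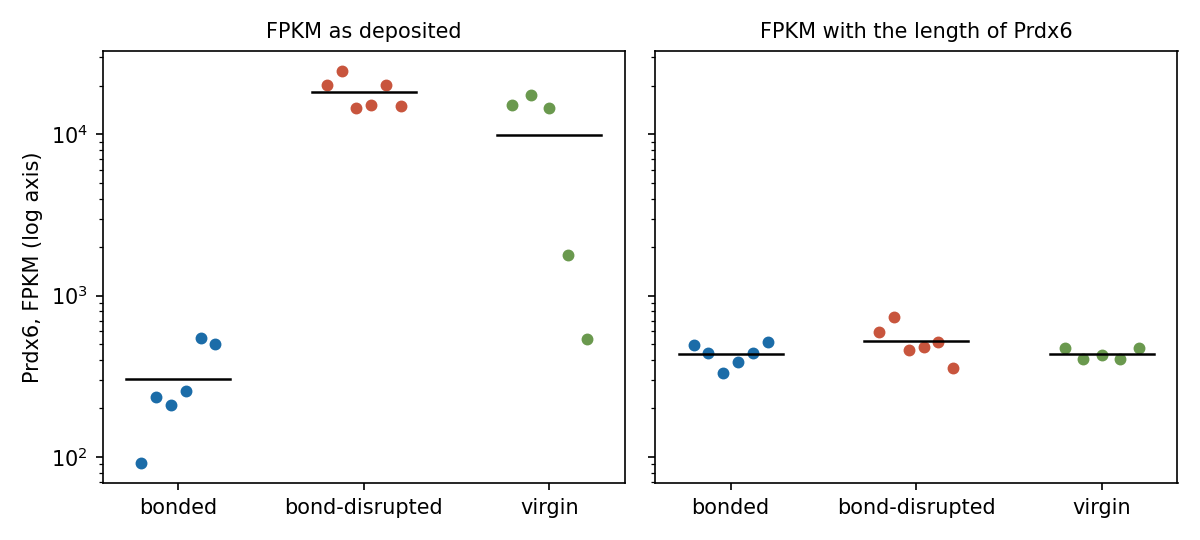
FPKM of Prdx6 per animal (points) and the mean of each group (lines), on a logarithmic axis, as deposited (left) and with the length of Prdx6 (right). Deposited values run from 91.4 to 24834 FPKM over the 17 animals, and values with its own length from 333 to 738 FPKM.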

As indicated by proteomic studies, such factors may involve, at least partially, proteins implicated in the regulation of redox status. Thus, in addition to the direct effects of the hormones that regulate pair bonding, physiological changes associated with oxygen metabolism may also contribute to the adverse effects of bond disruption.

Interestingly, while bonded and bond-disrupted specimens were accurately discriminated in both lungs and cancer cells cultured in deer mouse sera, specimens from virgin animals were only discriminated in lung tissue analysis. In sera-cultured cancer cells, virgins either clustered with bonded, bond-disrupted (whole transcriptome), or with the bond disrupted (75-gene signature). This is consistent with the lower robustness of the virgin-induced signature, which is more dependent on the specific roster of transcripts used to describe it. It is of note, however, that in the experiment that involved serum, FBS elicited the most distinct profile. This may raise concerns regarding the application of cell culture findings involving FBS in physiologically relevant conditions.

Based on these findings, it is likely that various types of social interactions induce distinct expression signatures in the periphery, altering their physiology and, consequently, modulating disease susceptibility [26, 27]. Consistently with these notions, in voles, disruption of pair bonds has been linked extensively to the deregulation of oxytocin signaling, a neurohormone that produces diverse effects in peripheral tissues in both physiological conditions and in tumors [28–32]. Differential changes dependent on mating status have also been described in different brain regions of monogamous and polygamous voles, which may alter, directly or indirectly, the abundance of various soluble factors in the sera [33–36]. Furthermore, in mice, social isolation inflicts changes that are reflected in the expression profiles of peripheral tissues and influence tumorigenesis [37–39], while in rats, hamsters, and Peromyscus affects the efficacy of wound healing [40–43].

Collectively, these results imply that the individuals’ social experiences, such as bond formation, modify the transcriptome of the lungs and modulate disease prognosis. To that end, bonding history emerges as a potent modifier of physiological and pathological processes and should be considered when therapeutic options are evaluated. Finally, the coordination of the lung, and potentially of other tissues’ transcriptomes with respect to the bonding status of the individuals provide an additional physiological foundation of connectedness, implying similarities in biobehavioral characteristics and disease predisposition [44].

## Materials and methods

### Animals

Genetically diverse male *P. californicus* (stock IS), 12–15 months old, were obtained from the Peromyscus Genetic Stock Center (Columbia, SC) (RRID:SCR_002769). Animals were divided into three experimental groups, including bonded, bond-disrupted, and virgins. For the bonded and bond-disrupted mice, we used individuals that were paired for about 4 months. For bond-disrupted animals, mice were separated after four months, and lung tissues were collected one week later. For virgin mice, lung tissues were collected from mice of similar age housed in groups of three in each cage. Animal studies were approved by the University of South Carolina IACUC (Protocol # 2473–101,464-102319).

### RNA analysis

RNAseq analysis of A549 cells was reported in ref. 16. A549 cells were originally obtained by ATCC. For tissue analysis, RNA was extracted using the Qiagen Rneasy Mini Kit (Qiagen, 74,106) according to the manufacturer’s instructions. Dnase was added to remove contaminating genomic DNA using the Rnase-Free Dnase Set (Qiagen, 79,254). RNA was eluted into 250 ng/µl of nuclease-free water and sent for RNA integrity assay and RNA sequencing as described [16]. Hierarchical clustering analysis was performed using the Morpheus analysis software (https://software.broadinstitute.org/morpheus) for the human lung cancer data or iDEP1.12 for the analysis of the Peromyscus data [45]. For the analysis of the Peromyscus data, FPKM values were used. A FDR cutoff of 0.1 and fold change ≥ 2 were considered in the DEG analysis of lung RNA sequencing data. Analysis for differential gene expression was performed by using the limma package as integrated in iDEP1.12 and enrichment analysis was performed using the north american deer mouse lung RNA [46].

### Proteomic analysis

For the bonded group, sera were collected from animals aged 19 to 21 months who had been paired for 13 months, whereas for the bond-disrupted groups, sera were collected from animals with similar pairing times and ages one week after the bond disruption. The analysis was performed by Creative Proteomics (Shirley, NY) by mass spectrometry of TMT-labeled samples. The full scan was performed between 350–1,650 m/z at the resolution 120,000 at 200 Th. Protein IDs were assigned following alignment to the Peromyscus maniculatus protein database.

Statistical analysis. Statistical analysis was performed by unpaired t-test, chi-squared test, or Log-rank (Mantel-Cox) test as indicated in the figure legends and text. Results were considered significant when P ≤ 0.05. Graphs were generated using GraphPad Prism software (version 8).

### Supplementary Information

**Additional file 1:  Table 1. **Supplementary to Figure 1b. Differentially expressed transcripts in the lungs of virgin (V), bonded (B) and bond-disrupted (BD) male P. californicus.

**Additional file 2: Table 2. **Supplementary to Figure 1b. Enrichment pathway for differentially expreessed gene between BD vs V.

**Additional file 3: Table 3. **Supplementary to Figure 1c. Enrichment of pathways in cluster C.

## Data Availability

All data and materials are available upon request. Transcriptomic data have been deposited to NCBI Gene Expression Omnibus ID GSE167827 and GSE229537.

How the deposited data were processed for this re-analysis (not part of the article)

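RNA from the lungs of 17 male P. californicus was sequenced, 6 bonded, 6 bond-disrupted and 5 virgin, with 1 library per animal. The authors made strand-specific libraries from total RNA, counted fragments on genes and divided them by gene length and library size, and they deposited the result as FPKM, 1 column per animal. The paper's methods name limma within iDEP for the comparisons and state that FPKM values were used. The paper's text gives no aligner, no counting software and no annotation. The table holds 27786 genes and 17 columns, each column belongs to 1 animal, and 0 columns are left over. All gene names match symbols of the RefSeq annotation of assembly ASM782708v3, whose gene lengths and gene order were used and whose coordinates are not given. Groups come from the sample labels, and family numbers from Fig. 1a, in which V3 and V4 are cousins and the other relatives siblings. The labels place collection 7 days after the disruption of the bond.

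The deposited FPKM were taken as log2(FPKM + 1), and genes with at least 1 FPKM in at least 1 animal were kept, which left 18602 genes. Comparisons used limma 3.58.1 in R 4.3.3, with the 3 groups in one fit, moderated variances without a trend, Benjamini-Hochberg adjustment within each comparison, and a call at an adjusted p under 0.1 and a fold change of at least 2. All limma tests are two-sided. The tree used average linkage on 1 minus Pearson r over the 1000 most variable genes with gene means subtracted, split into 3 clusters. Tests of the tree and of correlations between animals used 100000 permutations, whose smallest p is 1e-05. K-means used 4 groups, the 2000 most variable genes and 100 starts. Gene lists were compared with two-sided exact permutation tests adjusted over the 3 comparisons. These steps ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.

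The genes named are those that the paper names for the lung, the 3 with the largest absolute log2 fold change among the called genes of each comparison, the most raised and the most lowered gene of Supplementary Table 1 in each comparison, and the lung transcripts of the 5 redox proteins named for serum. This rule, the comparisons, the filters and the alternatives on the deposited values were fixed before the data were examined. Those alternatives were other pseudocounts (0.1 and 0.01), no filter or a filter on the mean, limma with a trend, only the 2 groups compared, quantile normalization, a median-ratio factor, the family number as a block, an adjusted p under 0.05, leaving out genes with a value of 0, leaving out each animal in turn, and other numbers of genes, distances and linkages for the tree.

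Everything that rests on recovered lengths was chosen after seeing the data. The depth of each library and the length of each gene were solved together, as the values at which FPKM times length times depth is a whole number of reads, with the length taken from the gene 1 row above for the first column and 1 row further for each later column. A vector of 27787 lengths resulted, of which 25757 were solved from whole reads, 291 were estimated and 1739 were not settled. Of 20387 lengths of protein-coding genes, 99.7% were no longer than the RefSeq gene, and 97.8% of the 283389 recovered values with few enough reads for this check lay within 3% of a whole number. The recovered reads of a library summed to 0.961 to 1.03 of the depth solved for it. FPKM recomputed with each gene's own length was analysed like the deposited values, for 15178 genes passing the same filter. Recovered reads were also analysed with limma's voom, for 17392 genes with a mean of at least 10 reads. Genes without all 17 values recovered were left out of these steps. Depth sets the precision of low values: at the lowest depth, 30.8 in units of 1000000 reads, a gene with few reads has a large counting error. Genes under 1 FPKM in every animal were left out of the limma fits to FPKM and of the tree, except in the alternatives without a filter. The voom fit kept genes by their mean reads, and the lists of genes could also hold genes under 1 FPKM.

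The numbers of the animals mark families in the paper, so the family number was also used as a block. Of the 16 pairs of relatives, 0 had deviations from their group means that correlated above 0.1 as deposited (mean r −0.0254), and 5 had with own lengths (mean r 0.0556). All 5 were pairs of a bonded and a bond-disrupted sibling, with r from 0.154 to 0.419. No pair with a virgin passed 0.1, the highest being V4 with B4 (r = 0.0801). Lists of targets of hypoxia-inducible factor, of cardiac muscle, of housekeeping genes, of redox genes and of markers of cell types and neighbouring tissues were written before the values were seen; Supplementary Table 3 gave the lists for the response to hypoxia and for heart development. Gene set enrichment was not analysed here.

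The steps were tested on simulated data. The simulated changes were larger than 1.5 on the log2 scale, except where 1.5 is given. Changes between the 2-fold threshold and that size were not covered. With the means and SDs of the deposited values, limma called 84 of 200 genes changed in the simulation, and 8 others. With those of the values with own lengths it called 199 of 200, and 4 others, and when all changes were of 1.5 on the log2 scale, 193 of 200. When reads were simulated for all 17 animals and divided by lengths from other rows, 40 genes were called between bond-disrupted and bonded animals although none had been changed between them, and 0 after recovery of the lengths. The recovery returned 17 of 17 depths to within 0.1%, 99.9% of 25648 lengths, and the reads of 24720 genes; 186 of the 200 changed genes had all values recovered and 185 of these were called.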

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

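The tests of gene lengths in this part were chosen only after the result was seen. In 66 groups of 5 or 6 animals, 11 held 1 animal far from the others of its group, where 3.3 are what chance gives. In 9 of them the value was that of a named gene on the log2(FPKM + 1) scale. In bonded animals, B6 stood apart for Idh3b (5.08), Lgals12 (3.52) and Prdx2 (10.85), B4 for Mok (6.84) and B2 for Vps9d1 (7.46). In bond-disrupted animals, BD2 stood apart for Scaf1 (7.67) and BD6 for Prdx1 (10.72). In virgins, V2 stood apart for Hibadh (5.41) and V4 for Dync1h1 (4.08).

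For these 9, a length taken from another row of the table is a candidate explanation. The reads of Idh3b were divided by 2478 bases in B6 and by a median of 72 bases in the other bonded animals. For Mok in B4 it was 107 against 5870 bases, for Vps9d1 in B2 it was 109 against 2684, for Prdx2 in B6 it was 70 against 1631, for Lgals12 in B6 it was 3042 against 1662, for Scaf1 in BD2 it was 652 against 85, for Prdx1 in BD6 it was 107 against 2530 and for Hibadh in V2 it was 1014 against 4484.5. With own lengths, 0 of the 8 that could be tested were still far from their group, and 1 of 51 groups of named genes held an animal that stood apart. Dync1h1 could not be tested with its own length, because not all of its values were recovered. In V4 its reads were divided by 23011 bases, against 75 in V2 and 72 in V3 and in V5. The length used in V6 was not settled. V4 was listed at 15.9 FPKM, and V2, V3 and V5 at 6882, 7000 and 5885 FPKM, so the low value goes with the longer length. No biological explanation was tested for the values of single animals.

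The average of the response to hypoxia genes was −0.0850 in V5, and −0.73 to −0.57 in the other virgins. With own lengths the difference of virgins from bonded animals on this list was 0.0227, and the spread between animals fell with it, which is consistent with the same explanation. The depth of BD4, 59.4 in units of 1000000 reads, lay above that of the other bond-disrupted animals. FPKM is divided by depth, and the housekeeping genes ranged over 0.357 on the log2 scale between libraries with own lengths, so that depth is unlikely to shift values by much; no biological explanation was tested for a depth.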

How the results depend on the processing

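The alternatives that use recovered lengths, and for the named genes the one with no filter on low values, were chosen after seeing the data, and the other alternatives were not. On the deposited values, the adjusted Rand index of the tree with bonding status stayed between 0.518 and 1 over 9 alternatives and between 0.539 (without B1) and 1 when each animal was left out, and it stayed past a permutation p of 0.05 throughout. The difference in correlation between pairs of the same and of different status stayed between 0.0436 and 0.167, and that between neighbouring and other numbers between 0.0409 and 0.132, over 7 alternatives each; leaving out an animal gave 0.112 to 0.141 and 0.0934 to 0.114. The difference between relatives and unrelated animals kept its sign in 7 of 8 alternatives and turned to 0.00238 with a pseudocount of 0.1, for which the cause was not tested; it ran from −0.0294 to −0.0147 when each animal was left out.

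The counts of genes depended more on the processing. Against 40 genes between bond-disrupted and bonded animals, no filter on low values gave 21, a trend in limma's variances 26, the 2 groups alone 18, and an adjusted p under 0.05 gave 16. Against 35 genes between virgins and bond-disrupted animals, a pseudocount of 0.01 gave 21, no filter 19, the 2 groups alone 20, quantile normalization 20 and an adjusted p under 0.05 gave 12. The stricter p also took the 113 genes between virgins and bonded animals to 49. More genes enter the adjustment with no filter and fewer animals give the variances with 2 groups alone; for the trend, the pseudocount and quantile normalization the cause was not tested. The family number as a block, for the pairing of relatives, gave 19, 23 and 5 genes in the 3 comparisons, and its cause was not tested either. The other alternatives on the deposited values (6, 9 and 5 of 11) stayed within 1.5 times the count. When each animal was left out, the counts ran from 19 (without BD4) to 65 (without B6), from 46 (without V4) to 121 (without V2) and from 10 (without BD2) to 44 (without V2). Of the named genes, 64 of 76 values under the other alternatives kept their sign and their side of the threshold and 12 lost the call, with none reversed. The block took the call from Prdx6 (virgins against bonded animals), Hibadh, Dync1h1, Herc2, Hacd3, Gas8, Vps9d1 and Scaf1 and changed no other call of a named gene. Of 323 values with 1 animal left out, 283 kept sign and side, 35 lost the call, and 5, all of Prdx2, changed sign, with a range from −0.86 (without BD1) to 0.77 (without B6).

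The response to hypoxia list between virgins and bonded animals passed an adjusted exact p of 0.05 with a pseudocount of 0.1 (difference −1.25) and after quantile normalization (−1.28); the cause was not tested. In 6 of 51 values with 1 animal left out, a difference passed that threshold. They ran from −1.12 (without B6) to −0.58 (without B2) for bond-disrupted against bonded animals, from −1.41 to −0.87 for virgins against bonded animals (without the same animals), and from −0.42 (without BD4) to −0.21 (without BD2) for virgins against bond-disrupted animals. With the family number as a block the lowest exact p was 0.125, and these differences kept their direction. The list of targets of hypoxia-inducible factor passed no threshold under any alternative; with 1 animal left out it ran from −0.14 (without B3) to 0.0753 (without B6), from −0.30 to −0.02 and from −0.23 to −0.00416, and changed sign between bond-disrupted and bonded animals without B5 (0.000623), B6 or BD5 (0.00766). The k-means groups stayed within 1.5 times their sizes in 16 values under other alternatives and in 68 values with 1 animal left out, which ran from 562 to 709, 474 to 554, 405 to 524 and 378 to 436 genes. The share of called genes listed at 0 in a library was 0% both ways.

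With each gene's own length in place of the length from another row, the numbers of called genes and the clustering by status changed more than under any of these. Not every result did: the log2 fold change of Prdx2 was −0.03, against −0.05 in the main analysis and 0.77 without B6. The number of genes called was 0 in all 3 comparisons, and also 0 without a filter. It was 0 as well with own lengths and the family number as a block, and with voom on recovered reads. No block by place in the column order was fitted, although with own lengths the virgins followed place and not number, as described below. At an unadjusted p under 0.05 there were 886, 542 and 634 genes in the fit without a block. The deposited values of the genes with all values recovered gave 36, 108 and 34 calls, so the genes left out do not account for this. The adjusted Rand index was −0.0764 (also −0.0764 over all genes), the difference by status −0.0297 (−0.0189 over all genes), that of neighbouring numbers −0.0347 (−0.0266) and that of relatives 0.0550 (0.0558, and 0.0748 for siblings only). The hypoxia differences were 0.0227 for virgins against bonded animals and 0.0373 for virgins against bond-disrupted animals, and the hypoxia-inducible factor targets differed by 0.000851, 0.0229 and 0.0221. The k-means sizes that moved were the first, the third and the fourth, to 957, 243 and 107 genes. Of the named genes, the sign reversed for Atl3 (−0.17, and −0.17 with voom), Scaf1 (0.11 and 0.12), Cat (0.29 and 0.26), Hsp90aa1 (−0.0545 and −0.0939), Blvrb (−0.0612 and −0.101) and, with voom alone, Prdx6 in virgins against bonded animals (−0.0260). The same 15 genes of the response to hypoxia list, and each named gene with all values recovered, entered both ways, so for their differences with own lengths the lengths alone changed. For the k-means sizes and the hypoxia-inducible factor targets, the effect of the lengths was not separated from that of the genes that enter. These were 15178 in place of 18602 after the filter and 14 in place of 17 in that list. For the clustering, lengths from other rows were put back on recovered reads in shuffled column orders, with 17624 to 17728 genes after the filter. The tree then followed the position in the table (median adjusted Rand index 1, lowest 0.551). This argues against the genes left out as the reason for the lower index with own lengths. Voom also uses another model and 17392 genes. Depth did not limit the calls with own lengths at the size of change simulated, since 193 of 200 changes of 1.5 on the log2 scale were recovered; smaller changes, and genes under 1 FPKM, were not covered.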

Differences from the paper's values

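Apart from the values with own lengths, no test in this part was chosen only after the result was seen. Of 22 values that the paper states and that could be set beside a value computed here, 3 differed, and all 3 are counts of called genes. A count differs here when one value is more than 1.5 times the other. A log2 fold change differs when its sign changes or the gap exceeds its standard error. The log2 fold changes are differences of group means of the same deposited values, which the filter leaves unchanged. Their equality is therefore no independent test. The paper reports 15 genes higher in bond-disrupted than in bonded animals, and 31 were higher here. Without a filter on low values the number was 15, and of the other alternatives set before the data were examined, a pseudocount of 0.01 (22), a trend in limma's variances (17), the 2 groups alone (12), the family number as a block (14) and an adjusted p under 0.05 (12) also came within 1.5 times the paper's value, while a pseudocount of 0.1 (31), a filter on the mean (27), quantile normalization (26), a median-ratio factor (30) and leaving out genes with a value of 0 (33) did not.

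The paper reports 17 genes higher in virgins than in bond-disrupted animals, and 26 were higher here. No filter on low values (17), pseudocounts of 0.1 (25) and 0.01 (17), a trend (23), the 2 groups alone (13), quantile normalization (16), a median-ratio factor (22) and leaving out genes with a value of 0 (24) came within 1.5 times the paper's value, and a filter on the mean (28), the family number as a block (5) and an adjusted p under 0.05 (11) did not. The paper reports 2 genes lower in virgins than in bond-disrupted animals, and 9 were lower here. Only no filter on low values closed this gap (2) among the alternatives on all 17 animals; the others gave 0 (family number as a block) to 10 (filter on the mean). Leaving out 1 animal gave values that did not differ from the paper's in 13 of 17 fits for the first number, 13 of 17 for the second and 6 of 17 for the third.

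Without a filter on low values, the genes called were the same as those of Supplementary Table 1, with 21, 86 and 19 genes in the 3 comparisons, and their log2 fold changes were equal to the paper's. With the filter, 20 of 21, 81 of 86 and 15 of 19 of the paper's genes were called. The paper names Prdx6 as the gene raised most in the lung, and the deposited values give it the largest log2 fold change, 6.10; with own lengths, chosen after seeing the data, its log2 fold change was 0.24. The paper describes the animals as separated by bonding history in the clustering; with own lengths, chosen after seeing the data, the adjusted Rand index with status was −0.0764.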

Other observations

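The tests that use recovered lengths or the column order were chosen only after the result was seen. So were those of cardiac transcripts between libraries, of the gene lists, of siblings and of an animal's place in its group. The comparisons with other splits, with values of 0, with neighbouring numbers and with carried cardiac muscle were written beforehand. The last 2 of these used recovered values.

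The genes called on the deposited values were compared with other splits of the same animals. For each comparison, 1 of 100 splits drawn from the 462 possible ones, the real split, gave as many genes (40, 113 and 35). The other splits gave a median of 0 and at most 4, 5 and 4 genes. Only splits that part the relatives as the real one does are of the same kind, and of 32 such splits 1, again the real one, gave as many, with at most 11, 14 and 10 genes in the others. So the division into groups is not arbitrary, but bonded, bond-disrupted and virgin animals also fill adjacent columns of the table. All columns before a place in the table were therefore set against all columns after it, for 8 places inside a group. These splits called 44 to 77 genes (median 62.5), while 100 random sets of 8 columns against the rest called at most 1 gene, and with own lengths 0 genes were called at every place.

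A candidate explanation for the fold changes of the called genes is that the length by which a gene's reads were divided belongs to another row, 1 to 17 rows above, and so changes along the columns. With own lengths, the median absolute log2 fold change of the genes called between virgins and bonded animals was 0.0965, against 3.38 as deposited, and 69 of the 100 tested kept their direction. Of the called genes, 35 of 40, 100 of 113 and 31 of 35 could be tested with own lengths. Their largest absolute log2 fold change was then 0.759, so a difference in transcript level of the size listed is not what their reads show. The others, Dync1h1 among them, were not tested with own lengths. The reads of Dync1h1 were divided by 2239 to 5526 bases in bonded animals and by 72 to 75 in bond-disrupted animals. These lengths go with its listed rise. Values of exactly 0 are excluded too, since 0% of the called genes were listed at 0 in a library while at a mean of 1 FPKM or more elsewhere, against 1.04%, 0.790% and 1.09% of the other genes. A smaller difference in transcript level stays open: at an unadjusted p under 0.05, 886 of 15178 genes differed between bond-disrupted and bonded animals with own lengths, where chance gives 5 in 100, while the 542 genes between virgins and bonded animals and the 634 between virgins and bond-disrupted animals were fewer than chance gives. Genes are not independent and the counts were not set against permuted labels, so the 886 genes are not evidence of a difference. The lowest limma adjusted p between bond-disrupted and bonded animals was 0.511.

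The same source was tested for the deposited clustering by bonding status. With own lengths the adjusted Rand index was −0.0764. When the order of the columns was shuffled 50 times and the lengths were applied to the shuffled table in the deposited way, the tree followed the position in the table (median index 1) and not the status (median index 0.00833), and the 3 blocks of columns differed by medians of 27, 99 and 28.5 genes. Over these orders the index with position was at least 0.551, and that with status at most 0.292. These values argue against bonding status as the source of the deposited clustering. Handling or library order was the explanation written beforehand for the likeness of animals with neighbouring numbers; with own lengths that difference was −0.0347, the opposite of what it needs. For the response to hypoxia genes, the difference of virgins from bonded animals was 0.0227 with own lengths, which is in line with lengths from other rows as the source of the deposited difference. An effect of bonding on the lung below the size that 17 animals can show stays untested.

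Cardiac muscle in the dissected lung was considered for the heart development genes. Of 15 cardiac muscle transcripts listed beforehand, 13 could be followed with own lengths. The deposited heart development genes did not follow them over the 17 animals (Pearson r = −0.0288, permutation p = 0.911, adjusted p = 0.911 over 5 relations). Spearman rho was 0.0833 (permutation p = 0.751), and r was 0.250 without the 2 animals farthest from the median. Carried cardiac muscle is not excluded by this, since the deposited values were divided by lengths from other rows. The average of the heart development genes ranged over 3.54 on the log2 scale as deposited. With own lengths it ranged over 0.206 for the 26 genes recovered. The cardiac transcripts themselves differed between libraries. Myl7 ran from 20.6 FPKM in B3 to 218 FPKM in B6, Mb from 14.6 to 193 and Actc1 from 5.46 to 65.3 in the same animals. Their mean r with each other was 0.711 over 12 genes, against 0.0866 for the 95th percentile of 1000 random lists, which is consistent with different amounts of cardiac muscle in the samples. Adult lung veins also hold cardiac muscle, so the source is not settled. Depth is argued against by the housekeeping genes, which ranged over 0.357 on the log2 scale, and bonding status by the range of 2.56 within the bonded animals alone; the groups differed by −0.15, 0.03 and 0.18 (exact p = 0.725, 0.95 and 0.556). With depth, the cardiac transcripts had r = −0.415 (permutation p = 0.100, rho = −0.201, permutation p = 0.440, adjusted p = 0.167), and −0.105 without the 2 farthest animals. With the heart development genes at own lengths they had r = 0.434 (permutation p = 0.0804, rho = 0.311, permutation p = 0.222, adjusted p = 0.167), and 0.379 without the 2 farthest. With the deposited hypoxia genes they had r = −0.149 (permutation p = 0.554, rho = −0.0123, permutation p = 0.966, adjusted p = 0.692), and 0.190 without the 2 farthest.

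Genes of several cell types, each type by itself, rose and fell together between libraries with own lengths more than as deposited. The mean r between the genes of a list was 0.795 with own lengths and 0.0393 as deposited for ciliated airway cells, 0.831 and 0.179 for B cells, 0.839 and 0.253 for red blood cells, 0.651 and 0.216 for type 2 alveolar cells, 0.685 and 0.232 for macrophages and 0.448 and 0.112 for liver. For thymus it was 0.656 and 0.202 over the 3 genes that reached 1 FPKM with own lengths in at least 1 animal, and 0.169 and 0.0906 over all 7 genes of the list; those 3 are also transcripts of mature T cells, so they do not point to thymus. With cardiac muscle, and with thymus only for those 3 genes, these 8 lists exceeded random lists of the same size after adjustment over 16 lists (adjusted share 0.006 or lower). Type 1 alveolar cells (0.428), endothelium (0.319), fat (0.106 over 3 genes), skeletal muscle (0.0295 over 3 genes), housekeeping genes (0.159), the serum redox genes (0.175), the other redox genes (0.122) and the targets of hypoxia-inducible factor (−0.0228) did not. Brown fat went the other way (−0.0195 with own lengths and 0.102 as deposited) and was not set against random lists, because fewer than 3 of its genes reached 1 FPKM.

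Bonded and bond-disrupted siblings resembled each other with own lengths. The difference in mean r between the 6 sibling pairs and the other pairs was 0.295 (1 of 720 pairings, exact p = 0.00139, the smallest possible), with the highest r for family 5 (0.388) and the lowest for family 4 (−0.0371). In 17 genes the variance between families was more than 20 times that within the pairs, against a median of 3 over all pairings (exact p = 0.00278). Cenpn, chosen after its values were seen, stood at 10.4 and 11.2 FPKM in the bonded and bond-disrupted animals of family 3 and at 0.645 to 1.53 FPKM in the 15 other animals, and Gfra3 at 35.4 and 41.2 FPKM in those of family 6 and 2.16 to 15.0 FPKM in the 15 others. The virgins of these family numbers were among the others, V3 with 0.645 FPKM of Cenpn and V6 with 3.03 FPKM of Gfra3. As deposited, the siblings did not stand out (exact p = 0.538). Shared family may account for this, but the virgins did not follow their numbers (difference −0.0892, exact p = 0.907). They did follow the animals at the same place in the column order, V2 with B1 and BD1 and so on (difference 0.170, exact p = 0.00139), which is the same pairing as a shift of the virgins' numbers by 1. Shared family and shared handling of animals at the same place cannot be told apart, because place and family number coincide in the bonded and bond-disrupted groups.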
